A study of Homo sapiens with 8 samples. Its data were reported in "Oncofusion-driven de novo enhancer assembly promotes malignancy in Ewing sarcoma via aberrant expression of the stereociliary protein LOXHD1" (2022).

How the data were processed

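RNA was measured by sequencing in SK-N-MC cells, an established Ewing sarcoma cell line. The 8 libraries fall into 4 groups of 2. Control cells carried dCas9-KRAB, a catalytically dead Cas9 fused to a transcriptional repressor, from an empty vector. In eKD1 and eKD2 cells, a different guide for each placed the repressor next to the GGAA-repeat enhancer of LOXHD1. Control cells were kept in normoxia or for 16 h in 1% oxygen, and the eKD libraries analysed here are all from hypoxia. Groups and replicate numbers were taken from the sample titles.

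The authors aligned single-end reads of poly-A selected libraries to GRCh37 with STAR and computed gene values with cufflinks and cuffnorm. The deposited values are FPKM, fragments per kilobase of transcript scaled to the mapped reads of the library, in 1 table of 60332 genes with 1 column per library. The scaling that cuffnorm applied between libraries is not stated. The study tested read counts with a count model. The values analysed here are not counts, so limma was applied instead. FPKM divides by transcript length, which makes the values of very short genes large and noisy. Cufflinks also shares out reads between overlapping genes, so the value of a gene inside another gene is uncertain.

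The absolute depth is unknown because the table holds no read totals. The relative depth was read from the low values, where the worth of 1 read differs between libraries. Taking replicate 1 of control hypoxia as 100%, the depth was 95.9% in replicate 2, 75.8% and 55.9% in control normoxia, 82.9% and 61.1% in eKD1 and 77.4% and 76.8% in eKD2. These shares include any scaling by cuffnorm. No confidence interval for a single FPKM value and no detection floor were computed, since both need counts. A gene at 0 is described as listed at 0.

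Values were analysed as log2(FPKM + 1), so changes of low genes are understated. Genes with at least 1 FPKM in at least 2 of the 8 libraries were tested, which left 15372 genes. 33177 genes were at 0 in every library. Each comparison of 2 against 2 libraries was fitted on its own with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a variance trend). P-values are two-sided and were adjusted by the Benjamini-Hochberg method over all genes tested. A gene was called at an adjusted p under 0.05. All adjusted p-values for genes are from limma. SD is the standard deviation over the 2 libraries of a group.

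A set of 7 gene lists was written down before the data were examined, as were the groups, tests, alternatives and rule for naming genes. They hold HIF targets (44 of 45 genes tested), the Ewing sarcoma-specific signature of the study without LOXHD1 (30 of 31), proliferation genes (30 of 30), MYC targets (25 of 25), ATF4 and unfolded protein response genes (20 of 20), cholesterol synthesis genes (20 of 20) and interferon response genes (17 of 22). The signature was derived by the study from other data. Lists were tested with limma's camera at an inter-gene correlation of 0.01 in the hypoxia, eKD1 and eKD2 comparisons, with adjustment over the 21 tests. The fry test and camera with an estimated correlation were run beside it. The 7 tests of eKD2 against eKD1 were added later and adjusted among themselves.

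The genes named are 18 fixed ones and, per comparison, the 4 largest rises and 4 largest falls among called genes with both libraries of a group above both of the other and a mean of at least 5 FPKM in the higher group. Genes named outside this rule are marked as chosen after their values were seen.

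The control hypoxia libraries enter the hypoxia, eKD1 and eKD2 comparisons. Their chance values therefore push the hypoxia and eKD changes in opposite directions. This was measured in 100 simulations in which both eKD groups were unchanged. The genes shared by eKD1 and eKD2 were also compared with the simulations at equal numbers of genes, a comparison added after the counts were seen. It was also removed by cross-fitting, in which 1 control hypoxia library chose genes at least 2-fold above or below both normoxia libraries and the other served as baseline, averaged over both directions. No eKD library in normoxia was analysed here, so an interaction between oxygen and knockdown could not be fitted.

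Gene types, positions, lengths and GC content came from GENCODE version 44 on GRCh37, a different annotation version from that of the authors. It matched 98.7% of the tested genes.

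The fit was tested on simulated data with the means and spread of these libraries. Of 200 genes changed by 1 on the log2 scale among 15372, it called 26% with 9 false calls. Of 200 changed by 2, it called 70.5% with 6 false calls. Camera called a simulated list of 30 genes moved by 0.5 on the log2 scale and 0 of 7 unmoved lists. The genes were simulated independently and the lists were random. This check therefore could not show how often camera calls unmoved lists of correlated genes.

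The alternatives were a pseudocount of 0.1, no filter, a filter at a mean of 5 FPKM, median-of-ratios rescaling, equal FPKM totals, a shared fit of all 8 libraries, a replicate block, no variance trend, other definitions of the hypoxia lists and omission of each library. The fit without a variance trend was planned for counts of calls. Its use on single genes and hypoxia lists, protein-coding genes alone (12248 genes) and hypoxia lists from the shared fit were added after seeing the data.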

Results

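Gene expression was measured in 8 SK-N-MC libraries, 2 each for control cells in normoxia, control cells in hypoxia, eKD1 cells in hypoxia and eKD2 cells in hypoxia. Values were FPKM. Column totals ranged from 865107 FPKM in replicate 1 of control normoxia to 1041457 FPKM in replicate 1 of control hypoxia. The libraries listed between 19310 and 20770 genes above 0. On the log2 scale, duplicates correlated across genes at r = 0.954 to 0.963, and libraries of different groups at 0.920 to 0.956. Genes are not independent replicates. The first principal component held 30.9% of the variance and separated normoxia from hypoxia, and the second held 17.1% and separated eKD2 from the other groups. No pair of duplicates was a copy of the same library.

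LOXHD1 (ENSG00000167210.16_2), the gene whose enhancer was targeted, lies on chromosome 18 at 44056935 to 44237183 on the minus strand (GRCh37). Its expression was 155.8 and 168.5 FPKM in the libraries of control normoxia (SD 9.04, n = 2) and 92.1 ± 1.35 FPKM (SD, n = 2) in control hypoxia. In hypoxia it was 16.2 ± 1.64 FPKM (SD, n = 2) in eKD1 and 11.7 ± 0.0944 FPKM (SD, n = 2) in eKD2. These levels were 17.6% and 12.7% of control hypoxia. The log2 change was -2.44 (SE 0.0958, limma adjusted p = 0.0371) in eKD1 and -2.87 (SE 0.0657, limma adjusted p = 0.00617) in eKD2. Both libraries of each eKD group were below both control libraries. Without a variance trend the adjusted p in eKD1 was 0.109 (over the alternatives from 0.000275 to 0.249), which did not pass the threshold. LOXHD1 also fell under hypoxia in control cells, with a log2 change of -0.81 (SE 0.0629, limma adjusted p = 0.0082). The alternative that moved this last value most was equal FPKM totals, at -1.05. LOXHD1 did not differ past the threshold between eKD2 and eKD1 (log2 change -0.43, limma adjusted p = 0.162).

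**Figure D1:**
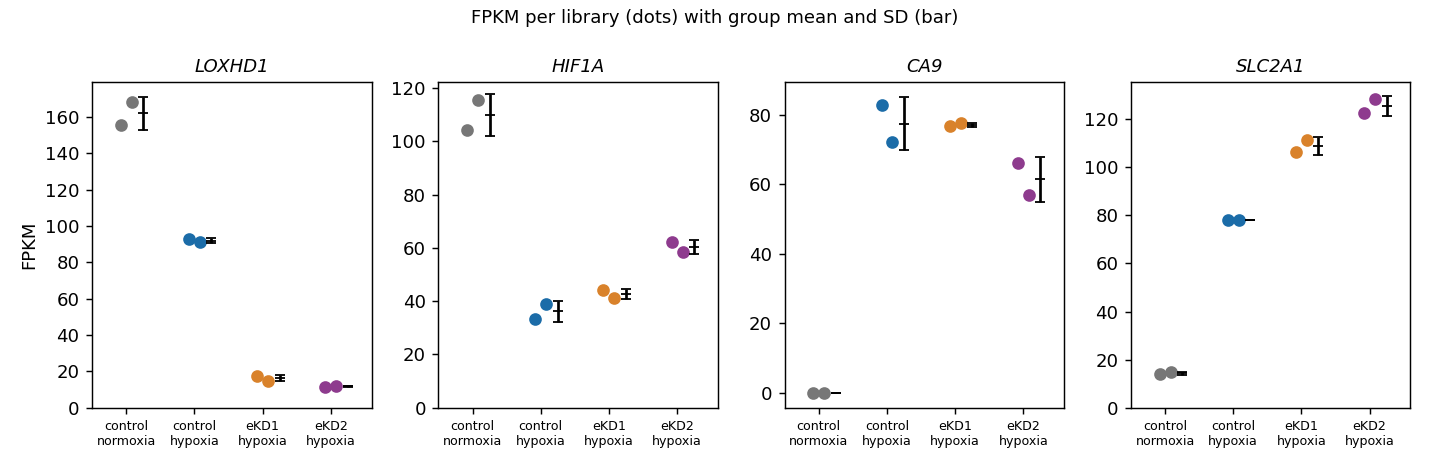
FPKM of LOXHD1, HIF1A, CA9 and SLC2A1 in each library (dots, y axis in FPKM) for the 4 groups on the x axis, with the mean and SD of the 2 libraries beside them. LOXHD1 averaged 16.2 FPKM in eKD1 and 11.7 FPKM in eKD2 against 92.1 FPKM in control hypoxia, and CA9 was listed at 0 in normoxia.

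The comparison of control cells in hypoxia and normoxia asked which genes respond to low oxygen. Of 15372 genes, 4946 were called by limma, 2486 higher and 2460 lower. Among them 842 were at least 2-fold higher and 622 at least 2-fold lower. Among the alternatives that leave the libraries of a group unpaired, testing without a filter on low values moved the count most, to 3024 genes. With the totals of all libraries set equal, the share of higher genes among the calls fell from 50.3% to 28.4%, because that rescaling moved the median change of all tested genes from 0.01 to -0.19. Under the stricter rule of the study, an adjusted p under 0.001 with more than 4-fold change, 0 genes were higher and 0 lower. The smallest adjusted p was 0.0014. At an unadjusted p under 0.05, 131 genes were more than 4-fold higher and 44 more than 4-fold lower. In a fit sharing the spread of all 8 libraries, the strict rule gave 74 higher and 19 lower genes.

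Known hypoxia-responsive genes rose. CA9 was listed at 0 in both normoxia libraries and at 82.8 and 72.1 FPKM in the hypoxia libraries (limma adjusted p = 0.00197). LDHA rose by 2.19 on the log2 scale (SE 0.0343, limma adjusted p = 0.0014). BNIP3 rose by 4.14 (limma adjusted p = 0.0014), PDK1 by 4.35 (limma adjusted p = 0.0041), SLC2A1 by 2.37 (limma adjusted p = 0.00417), VEGFA by 2.02 (limma adjusted p = 0.00653), ADM by 2.59 (limma adjusted p = 0.00852) and ARNT by 0.86 (limma adjusted p = 0.0143). EPAS1 and EGLN3 were below the filter, at no more than 0.359 and 0.278 FPKM in any library. HIF1A (ENSG00000100644.16_3, chromosome 14 at 62162231 to 62214977 on the plus strand) fell from 110 ± 7.98 FPKM (SD, n = 2) to 36.2 ± 4.03 FPKM (SD, n = 2), a log2 change of -1.58 (SE 0.111, limma adjusted p = 0.00809). Among genes tied to Ewing sarcoma, LIPI fell by 2.17 (limma adjusted p = 0.00665), STEAP2 by 1.15 (limma adjusted p = 0.00809), FLI1 by 0.74 (limma adjusted p = 0.011), KLF15 by 1.33 (limma adjusted p = 0.0423) and RBM11 by 0.47 (limma adjusted p = 0.0338). NKX2-2 did not pass the threshold (log2 change -0.27, limma adjusted p = 0.0984).

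The largest changes by rule were in very short genes listed at 0 in both libraries of a group. In hypoxia, the 4 largest rises were AC005071.1, AC024995.1, SNORD35A and a Y_RNA gene, and the 4 largest falls were SNORD83B, SNORA52, RNU4ATAC18P and SNORA71C. They are between 86 and 134 nt long. Over the 6 comparisons, 43 of the 46 entries named by rule were under 300 nt, and in 42 a group was listed at 0. Of the 27 distinct short genes, 21 overlap a protein-coding gene, and their share of its reads is uncertain. SNORD33 and SNORD35A, for example, both lie within RPL13A on chromosome 19.

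The comparisons of eKD1 and eKD2 with control cells, all in hypoxia, asked what repression of the enhancer changes. In eKD1, 10 genes were called, 2 higher and 8 lower. In eKD2, 1477 genes were called, 891 higher and 586 lower. At an unadjusted p under 0.05, 3337 genes were lower or higher in eKD1 and 5048 in eKD2. The shared fit of all 8 libraries moved the eKD1 count most, to 761 genes, 444 of them higher, and gave 2601 in eKD2. Protein-coding genes alone gave 155 calls in eKD1, 78 of them higher. Without a variance trend, which moved the eKD2 count most among the unpaired alternatives, 28 genes were called in eKD2 and 6 in eKD1. Under median-of-ratios rescaling the share of higher genes among the eKD2 calls was 48.2% in place of 60.3%, and with equal totals it was 77.5%. The eKD1 calls by rule were RAB6C-AS1 and a Y_RNA gene among rises, and SNORD35A, another Y_RNA gene, SNORD89 and AC007991.2 among falls. In eKD2 they were SNORD33 and 3 Y_RNA genes, then AC024995.1, SNORD35A, a Y_RNA gene and a U6 pseudogene within AKR7A2. In both comparisons these were short genes, with the limit given above. Across both comparisons, 6 genes were called in the same direction. They were LOXHD1 and, among the short genes, SNORD35A, SNORD89, RAB6C-AS1 and 2 Y_RNA genes. In simulations of unchanged eKD groups against the same control libraries, 0.02 such genes were found on average and at most 1, with 0.37 calls on average in eKD1 and 0.39 in eKD2. When as many genes as were called here, 10 and 1477, were taken from the smallest p-values of each simulation, 5.28 genes on average were shared in the same direction, from 2 to 9. The 6 shared genes were thus more than shared controls gave at the threshold, and no more than they gave at equal numbers of genes. Across genes, the changes in eKD1 and eKD2 correlated at r = 0.52. The simulations gave 0.50 on average, from 0.41 to 0.58, so the correlation was no larger than shared controls produce. This comparison cannot exclude an effect common to both guides, because effects that differ between guides lower the correlation.

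HIF1A was 42.7 ± 1.93 FPKM (SD, n = 2) in eKD1 and 60.3 ± 2.53 FPKM (SD, n = 2) in eKD2. Against control hypoxia the log2 change was 0.24 (SE 0.107, limma adjusted p = 0.307) in eKD1, where omitting replicate 1 of control hypoxia gave 0.13 and omitting replicate 2 gave 0.35. In eKD2 it was 0.73 (SE 0.104, limma adjusted p = 0.0408), and the adjusted p was 0.0963 without a filter and 0.0674 without a variance trend (over the alternatives from 0.00756 to 0.0975). The direct test of eKD2 against eKD1 did not pass the threshold for HIF1A (log2 change 0.49, limma adjusted p = 0.0874). In eKD2, PDK1 rose by 0.81 (limma adjusted p = 0.0305), SLC2A1 by 0.68 (limma adjusted p = 0.0273), BNIP3 by 0.37 (limma adjusted p = 0.0346), STEAP2 by 0.82 (limma adjusted p = 0.0305) and LIPI by 0.81 (limma adjusted p = 0.0359). CA9, VEGFA, LDHA, ADM, ARNT, FLI1, NKX2-2, RBM11 and KLF15 did not pass it in eKD2, and of the fixed genes only LOXHD1 passed it in eKD1.

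The next comparison asked whether genes that respond to hypoxia in control cells respond less with the enhancer repressed. The 842 hypoxia-induced genes had a median log2 change of -0.35 in eKD1, with 737 genes lower, and -0.29 in eKD2, with 625 lower. The 622 hypoxia-repressed genes had a median of 0.52 in eKD1, with 561 higher, and 0.54 in eKD2, with 552 higher. Unchanged eKD groups gave, in simulations, medians no lower than -0.07 for the induced and no higher than 0.07 for the repressed genes. Of the alternatives, lists by the strict rule from the shared fit moved these medians most, to -0.45 and -0.086 for the induced and 1.05 and 1.23 for the repressed genes in eKD1 and eKD2. Cross-fitting gave -0.27 and -0.20 for the induced and 0.43 and 0.47 for the repressed genes in eKD1 and eKD2. Few single genes passed the threshold: 3 induced genes were called lower in eKD1 and 96 in eKD2, where 35 were called higher. Of the repressed genes, 0 were called higher in eKD1, where 331 were higher at an unadjusted p under 0.05, and 158 were called higher in eKD2. Relative to normoxia, the median induced gene kept 74.7% of its log2 induction in eKD1 and 79.2% in eKD2, and the median repressed gene 58.7% and 58.1%. Across genes, the hypoxia and eKD changes correlated at r = -0.53 for eKD1 and -0.44 for eKD2, against -0.21 and -0.22 on average in the simulations.

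**Figure D2:**
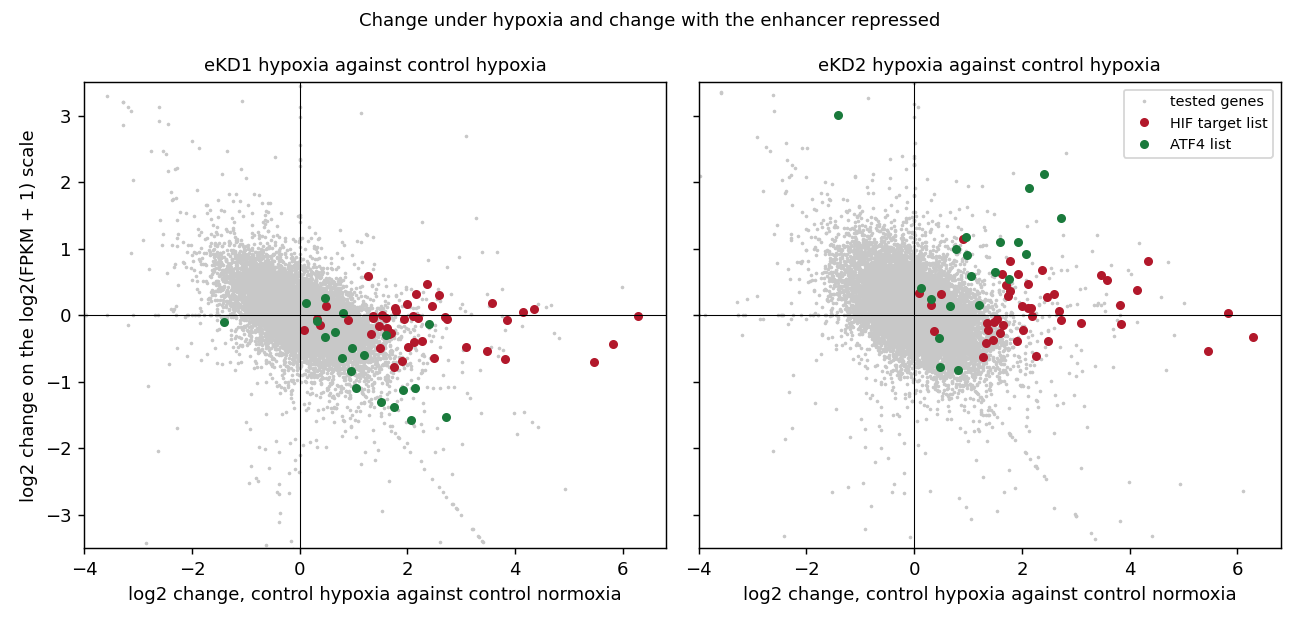
Each dot is a tested gene, with its log2 change under hypoxia in control cells on the x axis and its log2 change in eKD1 (left) or eKD2 (right) against control hypoxia on the y axis, both on the log2(FPKM + 1) scale; 51 and 61 genes lie outside the axes. The cloud slopes downward, in part because both axes share the control hypoxia libraries (r = -0.53 and -0.44), while the HIF target list (red) has medians of -0.06 in eKD1 (0.01 with equal totals, where the median of all tested genes was 0.06) and 0.09 in eKD2 and the ATF4 list (green) lies mostly below 0 in eKD1 and above 0 in eKD2.

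Against control normoxia, eKD1 hypoxia gave 1662 calls, 932 higher and 730 lower, and eKD2 hypoxia gave 2973, 1769 higher and 1204 lower. With equal totals, the share of higher genes was 30.1% in place of 56.1% for eKD1 and 41.4% in place of 59.5% for eKD2. The largest rises by rule were AC005071.1, MIR621, RNA5SP82 and CA9 for eKD1 and AC139149.1, SNORD33, a Y_RNA gene and MIR621 for eKD2. The largest falls were MIR25, MIR647, SNORD83B and SNORA34 for eKD1 and MIR647, SNORA27, SNORA52 and RNA5SP392 for eKD2.

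The gene lists were tested by limma's camera, and 12 of the 21 tests passed the threshold. In hypoxia, all 44 HIF targets rose, with a median log2 change of 2.01 (adjusted p = 2.22e-23). Of them 41 were called over all genes tested and 42 adjusted over the list alone. The ATF4 and unfolded protein response list rose by a median of 1.01 (adjusted p = 8.87e-08, 18 genes called over all and 18 adjusted over the list alone). MYC targets fell by 0.75 (adjusted p = 2.73e-09, 24 called over all and 24 adjusted over the list alone). The Ewing sarcoma-specific signature fell by 0.60 (adjusted p = 5.16e-06, 21 and 24), and proliferation genes fell by 0.51 (adjusted p = 8.7e-05, 23 and 25). Cholesterol synthesis genes (median -0.30, adjusted p = 0.0518) and interferon response genes (median 0.23, adjusted p = 0.322) did not pass.

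In eKD1 the ATF4 list had a median of -0.54 (adjusted p = 3.49e-07, 17 of 20 genes lower). The signature had a median of 0.27 (adjusted p = 0.000107, 23 of 30 higher) and MYC targets 0.17 (adjusted p = 0.000537, 21 of 25 higher). Interferon response genes had a median of -0.18 (adjusted p = 0.0224). HIF targets had a median of -0.06 (adjusted p = 0.00528, 31 of 44 lower). With equal totals it was 0.01, still below the median of all tested genes, which that rescaling moved to 0.06. Over all genes tested, 0 genes of these lists were called in eKD1. Adjusted over the list alone, 11 HIF targets, 13 signature genes and 10 ATF4 genes were called, and 16, 17 and 13 had an unadjusted p under 0.05. Proliferation genes (median 0.09, adjusted p = 0.0852) and cholesterol synthesis genes (median 0.02, adjusted p = 0.935) did not pass. In eKD2 the ATF4 list had a median of 0.78 (adjusted p = 8.65e-07, 17 of 20 higher) and cholesterol synthesis genes had a median of -0.35 (adjusted p = 3.56e-07, 18 of 20 lower). Of the ATF4 list 14 genes were called over all and 16 adjusted over the list alone, and of the cholesterol list 6 and 8. HIF targets (median 0.09, adjusted p = 0.828), the signature (0.19, adjusted p = 0.0575), MYC targets (0.10, adjusted p = 0.488), proliferation (0.14, adjusted p = 0.779) and interferon response genes (-0.09, adjusted p = 0.195) did not pass. Single genes of these lists were still called. Of the HIF targets, 24 were higher and 20 lower, with 12 called over all and 18 adjusted over the list alone. For proliferation the called genes were 10 and 18, for the signature 5 and 7, for MYC targets 5 and 7 and for interferon response 2 and 2. Of the 12 list tests called by camera, 11 also passed by fry, the exception being interferon response in eKD1. Fry, which does not compare a list with the other genes, passed 17 tests in all. The 6 that camera did not call were cholesterol synthesis in hypoxia (fry adjusted p = 0.0105), proliferation in eKD1 (0.0291) and, in eKD2, HIF targets (0.00775), the signature (0.0055), MYC targets (0.00717) and proliferation (0.0493). With an estimated correlation 0 of 21 passed, and 6 had an unadjusted p under 0.05. Even the HIF targets in hypoxia, with all 44 genes higher, had an adjusted p of 0.105 by camera with an estimated correlation. That version therefore had little power here, and its lack of calls does not decide against the lists.

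**Figure D3:**
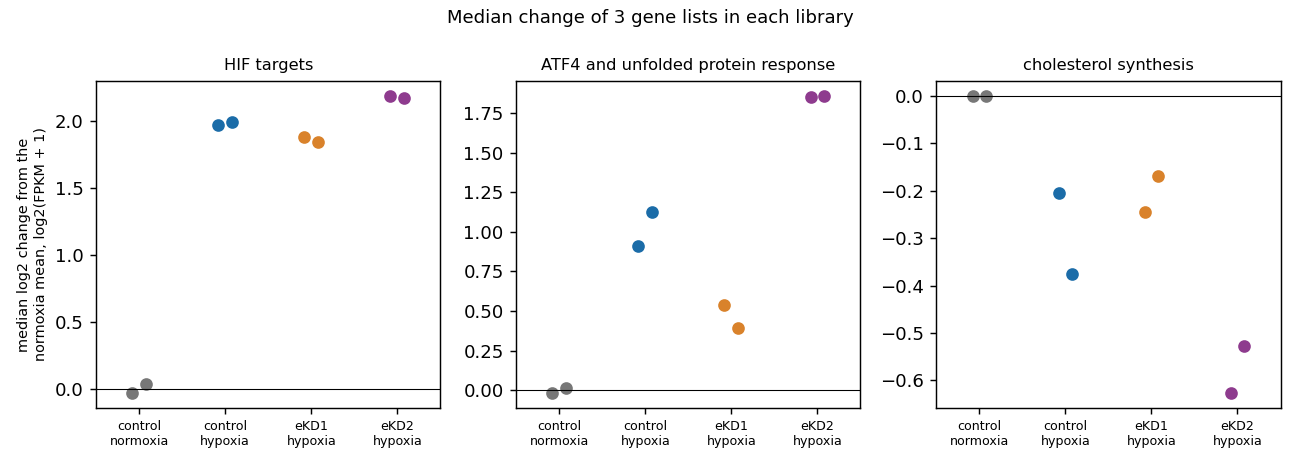
Median log2 change of the HIF target, ATF4 and cholesterol synthesis lists in each library (dots) from the mean of the normoxia libraries, on the log2(FPKM + 1) scale, for the 4 groups on the x axis. The ATF4 list was at 0.54 and 0.39 in the eKD1 libraries and at 1.85 and 1.86 in the eKD2 libraries, while the HIF target list stayed between 1.85 and 2.19 in all hypoxia libraries.

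The comparison of the eKD groups asked whether both guides gave the same profile. Of 15372 genes, 62 were called, 44 higher in eKD2 and 18 lower. The largest rises by rule were SNORD33 and 3 Y_RNA genes. The largest falls were SNORA27, PRRT2, RNVU1-6 and HSPA8. HSPA8 was at 2244 and 2149 FPKM in eKD1 and at 639 and 679 FPKM in eKD2 (log2 change -1.74, limma adjusted p = 0.0205). PRRT2 was uncertain, since its control hypoxia duplicates held 3.25 and 90.7 FPKM. By camera the ATF4 list (median 1.67, adjusted p = 3.14e-10), the cholesterol synthesis list (-0.43, adjusted p = 1.1e-07) and the HIF target list (0.21, adjusted p = 0.00373) differed between eKD2 and eKD1. The other 4 lists did not, with adjusted p from 0.128 to 0.606.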

Values the study reported

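The study reported 204 genes raised more than 4-fold and 77 genes lowered more than 4-fold by hypoxia in SK-N-MC cells, at an adjusted p below 0.001.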

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

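In this part, the tests of a single deviating library and of scaling on the ATF4 list were chosen after its values were seen. Each result here stood out because eKD1 and eKD2, which repress the same enhancer, differed by a direct test. The comparison of eKD2 with eKD1 gave 62 calls.

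The ATF4 and unfolded protein response list differed by a median of 1.67 on the log2 scale between eKD2 and eKD1, with 17 of 20 genes higher in eKD2. The list moved in opposite directions against control hypoxia, with 17 genes lower in eKD1 and 17 higher in eKD2. ASNS, chosen after its values were seen, was at 164 and 161 FPKM in control hypoxia, 57.7 and 50.6 FPKM in eKD1 and 308 and 310 FPKM in eKD2. Several technical explanations are argued against. After a trend with GC content, transcript length and expression was removed, the median was 1.64, above the highest value of 0.41 among 10000 random lists of like expression. Omitting each of the 4 libraries in turn gave no value under 1.55. The rescaling that lowered it most gave 1.63. A biological difference, in the guides or in the cultures that carried them, stays open. Each guide was used in a single group of 2 libraries, so neither was tested. HSPA5 and XBP1, also chosen after their values were seen, went the other way in eKD2. HSPA5 was at 276 FPKM in both control hypoxia libraries and at 161 and 151 FPKM in eKD2.

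The cholesterol synthesis list differed by a median of -0.43, with 1 of 20 genes higher in eKD2. After the trend was removed the median was -0.41, beyond the most extreme of 10000 random lists (-0.23). The omission that brought it nearest to 0 gave -0.33, and the rescaling that did so gave -0.39. The HIF target list differed by a median of 0.21, with 30 of 44 genes higher in eKD2. After the trend was removed it was 0.29, beyond the most extreme random list (0.24). The omission nearest to 0 gave 0.19 and the rescaling nearest to 0 gave 0.18. A difference between guides and a difference between cultures both stay open for these lists, as for the ATF4 list. With an estimated correlation, which had little power here, 0 of the 7 list tests between the eKD groups passed. Of these tests 2 had an unadjusted p under 0.05, while the 3 lists passed by fry as well as camera.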

How the results depend on the processing

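The direction of LOXHD1 and HIF1A in each comparison was kept under every alternative run. Among the alternatives with a test, LOXHD1 passed the threshold in hypoxia under each, in eKD2 under each but the replicate block, and in eKD1 under each but the block and the fit without a variance trend (-2.44, adjusted p 0.109). Omitting each library in turn gave LOXHD1 changes from -2.54 to -2.34 in eKD1, from -2.89 to -2.86 in eKD2 and from -0.87 to -0.75 in hypoxia. For HIF1A it gave 0.13 to 0.35 in eKD1, where replicate 1 of control hypoxia decided the lower end, and 0.61 to 0.84 in eKD2. These omissions leave a group of 1 library, so they carry no test. HIF1A in eKD2 kept its change of 0.73 but not its call without a filter (adjusted p 0.0963) or without a variance trend (adjusted p 0.0674), over alternatives from 0.00756 to 0.0975. The use of the fit without a trend on single genes and lists was chosen after seeing the data. The cause was not tested.

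Counts of calls moved with the way the spread was estimated. With no filter, 27155 genes were tested, and the calls were 3024 in hypoxia, 206 in eKD1, 853 in eKD2, 260 for eKD2 against eKD1, 7 for eKD1 hypoxia against normoxia and 1261 for eKD2 hypoxia against normoxia, with 78 shared by eKD1 and eKD2. The shared fit of all 8 libraries has more residual degrees of freedom and gave 761 in eKD1, 2601 in eKD2, 1391 for eKD2 against eKD1, 3793 and 4551 against normoxia, 474 shared, and 74 higher and 19 lower genes under the strict rule. With no variance trend the counts were 6, 28 and 5 for eKD1, eKD2 and eKD2 against eKD1, and 298 for eKD1 hypoxia against normoxia. The filter at a mean of 5 FPKM gave 105 for eKD2 against eKD1. Protein-coding genes alone, chosen after seeing the data, gave 155, 2462 and 549 for the 3 eKD comparisons, 2691 for eKD1 hypoxia against normoxia, 108 shared and 21 higher genes under the strict rule. Apart from the larger number of residual degrees of freedom in the shared fit, the cause was not tested.

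The replicate numbers in the titles did not pair the libraries: the deviations of replicate 1 from its group mean correlated across genes between groups at r = -0.06 to 0.13. With the replicate number as a block, 2570 genes were called in hypoxia, 51 for eKD2 hypoxia against normoxia, and 0 in eKD1, 0 in eKD2, 0 for eKD2 against eKD1, 0 for eKD1 hypoxia against normoxia and 0 shared. At an unadjusted p under 0.05, the 4 comparisons with 0 calls held 2707, 4517, 3084 and 4582 genes in that order. LOXHD1 was changed by -2.44 and -2.87 with adjusted p 0.249 and 0.0925 (over the alternatives from 0.000275 to 0.249 and from 8.35e-05 to 0.0925), and HIF1A in eKD2 by 0.73 with adjusted p 0.0975. The block leaves 1 residual degree of freedom.

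The medians of the hypoxia lists kept their sign under every alternative that gave a value, the fit without a variance trend included. The list of the strict rule had no genes in the pairwise fit and gave no value. In eKD1 the induced list moved from -0.35 to -0.36 with a pseudocount of 0.1, -0.32 with no filter, -0.28 with the filter at a mean of 5 FPKM, -0.36 with median-of-ratios rescaling, -0.31 with equal totals, -0.33 with the block, -0.30 for protein-coding genes, -0.27 cross-fitted and -0.45 with the strict list from the shared fit (74 genes). In eKD2 the same settings gave -0.30, -0.28, -0.25, -0.34, -0.22, -0.27, -0.23, -0.20 and -0.086, and the shared fit gave -0.28. The repressed list in eKD1 moved to 0.58 with a pseudocount of 0.1, 0.43 cross-fitted and 1.05 with the strict list from the shared fit (19 genes). In eKD2 it moved to 0.64 with a pseudocount of 0.1, 0.57 with no filter, 0.56 with the filter at a mean of 5 FPKM, 0.48 with median-of-ratios rescaling, 0.57 with equal totals, 0.56 with the block, 0.55 for protein-coding genes, 0.47 cross-fitted and 1.23 with the strict list. Cross-fitting removes the shared chance values of the control libraries, and for the other settings the cause was not tested. Over the 4 fits that each left out 1 library, the lists being held fixed, the induced list ranged from -0.35 to -0.32 in eKD1 and from -0.30 to -0.27 in eKD2, and the repressed list from 0.49 to 0.53 and from 0.54 to 0.57. The normoxia libraries were not left out here, since they only choose the lists.

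The number of list calls was between 12 and 17 under the other alternatives and 0 with an estimated correlation, which had little power here. Among genes named, small changes without a call changed sign. With equal totals these were CA9 (0.067), LDHA (0.025) and RBM11 (0.049) in eKD1, NKX2-2 (0.055) and LDHA (0.092) in eKD2 and NKX2-2 in eKD1 hypoxia against normoxia (-0.15). With median-of-ratios rescaling they were LDHA (-0.0046), ADM (-0.023) and FLI1 (-0.028) in eKD2 against eKD1 and NKX2-2 in eKD1 hypoxia against normoxia (-0.0030). The shifts follow from the rescaling itself. Of 1175 values of named genes under an alternative, 1032 kept their direction and side of the threshold, 114 lost a call, 19 gained a call and 10 changed sign. The depth, lowest in replicate 2 of control normoxia at 55.9% of the deepest library, limits genes near the filter of 1 FPKM.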

Other observations

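In this part, the tests of the GC trend on the hypoxia lists, of a uniformly weaker HIF response and of short genes were chosen after the pattern or a related value was seen.

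No gene passed the strict rule in hypoxia in the pairwise fit (0 higher and 0 lower). That is lower than the values quoted from the study above, which came from a count model on read counts and not from limma on FPKM. The smallest adjusted p here was 0.0014, so the p threshold alone left no gene. At an adjusted p under 0.05, 125 genes were more than 4-fold higher and 40 more than 4-fold lower. Under the strict rule, the count depended on the genes tested and on the fit. Protein-coding genes alone gave 21 higher and 0 lower genes in the pairwise fit. The shared fit of all 8 libraries gave 74 higher and 19 lower genes. Those are also lower than the values quoted from the study above.

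By the medians of the lists, the genes that hypoxia moved in control cells were moved back in part in both eKD groups. For induced genes in eKD2 the pattern was mixed, with 96 called lower and 35 called higher. The strict list of induced genes from the shared fit (74 genes) had a median of -0.086 in eKD2 and -0.45 in eKD1. Shared control libraries alone are argued against as the whole cause, since the cross-fitted medians were -0.27 and -0.20 for induced genes and 0.43 and 0.47 for repressed genes in eKD1 and eKD2, where simulations of unchanged groups stayed between -0.02 and 0.02. Shared libraries may account for a part, as the medians without cross-fitting were farther from 0. A trend with GC content, length and expression is argued against as the whole cause too: after its removal the medians were -0.36 and -0.25 for induced and 0.51 and 0.51 for repressed genes. Depth is argued against by genes with a mean of at least 50 FPKM, whose medians were -0.25 and -0.18 for induced and 0.51 and 0.49 for repressed genes. An effect of the enhancer is therefore a hypothesis that these values leave open, as is a difference between cultures, which was not tested. Whether the same genes differ in normoxia was not tested, since eKD cells in normoxia were not analysed here.

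HIF targets moved back less than the other induced genes. As a list tested over 44 genes, they were lower in eKD1 by camera and by fry (median -0.06, or 0.01 with equal totals, where all tested genes had 0.06; 31 of 44 lower, camera adjusted p = 0.00528, fry adjusted p = 0.00872). Of the 842 induced genes 39 were HIF targets. Their median change was -0.05 in eKD1, with 27 lower and 12 higher, and 0.03 in eKD2, with 19 lower and 20 higher. Lists of other induced genes matched on induction and expression had medians of -0.34 in eKD1 and -0.26 in eKD2. The HIF targets lay at the 99.99 percentile of 10000 such lists in eKD1 and at the 99.75 percentile in eKD2. They kept 97.2% and 100.5% of their log2 induction, and the other 803 induced genes 73.2% and 77.7%. The HIF targets were also the more strongly induced, with a median log2 change of 2.12 in hypoxia against 1.78 for the matched genes, so a proportional loss would have lowered them more. A uniformly weaker HIF response as the source of the reversal is argued against at the RNA level after 16 h. Single targets went both ways in eKD1, for example VEGFA (-0.47) and SLC2A1 (0.47), so a weaker response of some targets stays open. The other induced genes may include HIF targets outside the list. The paper reports less HIF1α protein in both eKD groups in hypoxia, which RNA values do not measure. A candidate explanation is that the genes moved back respond to hypoxia by other routes, or that HIF targets were saturated, and neither was tested.

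The largest changes by rule sat in very short RNAs. Genes under 300 nt made up 195 of 231 genes whose duplicates differed by more than 8-fold in a group, and 289 of 14937 other genes, an odds ratio of 273 (Fisher's exact test, two-sided, 95% interval from 188 to 406). Noise in the FPKM of very short genes, or reads of a host gene assigned to them, may therefore explain these entries. Equal values also point to very few reads. In replicate 1 of control hypoxia, a Y_RNA gene overlapping MRNIP, MIR621 and MIR647, all 96 nt long, each held 121.2 FPKM. In replicate 2, where 1 read was worth 1.04 times as much, the Y_RNA gene held 126.2 FPKM and the others 0. SNORD89 held 81.03 and 84.36 FPKM in these libraries. Such near-equal duplicates have a small SD, so the low adjusted p-values of these genes do not show a well-measured level. A biological change in single short RNAs was not tested. The highest value in the table, in each library, was AC006483.1, which held between 2.31% and 5.04% of the FPKM total.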
